A study of Mus musculus with 9 samples. Its data were reported in "Aging is associated with increased chromatin accessibility and reduced polymerase pausing in liver" (2022).

How the data were processed

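Total nascent RNA was sequenced from livers of C57BL/6N mice of 3 ages by tNET-seq, a form of native elongating transcript sequencing that reads the 3′ ends of RNA held in chromatin. Per the labels, chromatin-associated RNA was isolated by cell fractionation in the presence of alpha-amanitin, which stops RNA polymerase II. A read of nascent RNA then marks the position of a polymerase. The libraries also hold reads of other RNA, such as mitochondrial RNA. The labels give 3 libraries at 3 months, 3 at 12 months and 3 at 18 months. Replicate numbers restart in each age, and each library was taken as one animal's sample and compared by age alone.

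The authors deposited, for each library and strand, the count of reads at each position of the genome, with no scaling. Before that, per the study's methods, reads were trimmed, aligned, filtered to unique alignments and reduced to the position of the read's 5′ end. Positions without a read are not listed. How random barcodes on the reads were treated is not stated in the methods. The software listed there includes the aligners STAR and Bowtie2, but neither is tied by name to these reads. The counts are whole numbers and the positions fit the GRCm38 build. Positive-strand counts were read as transcripts of the plus strand. With this reading, 68.1% to 74.8% of the reads of a library lay in protein-coding genes in sense and 4.94% to 6.28% in antisense.

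Genes came from the GENCODE annotation vM21. Of 21938 protein-coding genes off the mitochondrial chromosome, 20140 were longer than 2 kb, and 12114 of these had no other protein-coding gene within 2.5 kb on either strand. A mean RPKM (reads per kilobase, scaled to reads-per-million of the library) above 1 over the 9 libraries left 2298 genes for the tests. The TSS and TES (transcription start and end sites) were the ends of the canonical transcript. The study's methods word them as the start and end of the open reading frame, which was tried as an alternative (the coding sequence). The promoter-proximal window was the TSS ± 200 bases, the gene body ran from 200 bases after the TSS to 200 bases before the TES, the TES window was the TES ± 200 bases, and upstream antisense reads were counted on the opposite strand over the 700 bases before the TSS. Near-identical gene copies can lose reads to the filter on unique alignments, so values of genes in large families such as the cytochrome P450 genes are uncertain.

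Gene-body counts were compared with edgeR 4.0.16 (limma 3.58.1, R 4.3.3), using TMM normalization, quasi-likelihood F tests over all 9 libraries and Benjamini-Hochberg adjustment at 5%. Changed pausing was tested per gene in edgeR as the interaction of region (promoter-proximal or gene body) with age, with a term for each library. The pausing index of a gene in a library was its promoter-proximal density over its gene-body density, and its median was taken over the genes with an index of at most 10 in every library. Densities are RPKM, as log2 of the value plus 0.1. Normalised reads-per-million of named genes are gene-body reads over TMM-scaled library totals. Values per library were fitted against age by least squares, and slopes are given per 12 months. Each slope was tested by an exact two-sided permutation test over all 1680 assignments of the ages to the libraries. The smallest p this allows is 0.000595. Pairs of ages were compared by an exact two-sided permutation test of 3 against 3, which cannot go below 0.1. Errors are standard deviations over the 3 libraries of an age unless named otherwise. Values per library were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9.

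Classes of pausing followed the index in the 3-month libraries: high at 3 or more, moderate from 1.5, and low below 1.5. There were 13 fixed lists of genes written in advance, and the 12 with at least 3 tested genes were compared with camera (inter-gene correlation of 0.01) and with fry. Genes were named by a fixed rule. For gene bodies at 18 against 3 months, these were the 5 largest rises and the 5 largest falls among genes with an adjusted p under 0.05, at least 50 reads per library on average and no overlap between the libraries of the ages. For pausing, these were the 3 largest changes in each direction, with at least 20 promoter-proximal reads on average. Called members of the lists were added, at most 5 per list. The genes, windows, tests, naming rule, lists and most alternatives were chosen before the data were examined.

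The procedures were tested on simulated data. With 200 of 2298 genes changed by a log2 value of 1 in simulated counts for 18 against 3 months, the gene-body test recovered 99% of them, and 4.35% of its calls were false. In simulated pausing at 18 against 3 months, 200 genes changed by -1.5 and the other 2098 by -0.5. The pausing test recovered 86.5% of the 200 and 14.7% of the 2098. With no change at 12 against 3 months it called 0.0435% of the genes. Simulated promoter-proximal counts had the spread of gene-body counts, and no single library was shifted as a whole. In the data, Pearson correlations within an age went down to 0.928 for promoter-proximal reads, against 0.981 for gene bodies. The simulated rates of the pausing test may therefore not hold in the data.

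Library depth ran from 15003713 to 50707801 reads. Reads from PCR are not independent molecules, and depth sets only the counting error, so the spread between libraries was used for every comparison. The alternatives tried were DESeq2 1.42.0, other scalings, other minimums of RPKM, a cap of 5 reads per position, intronic positions alone, other windows, other gene selections, thinning to the smallest library, the replicate number as a block, and leaving out each library in turn. Reads of the mitochondrial chromosome were left out of the comparisons of genes. Enhancers, chromatin accessibility, mature RNA and protein data were not analysed here.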

Results

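Polymerase positions in mouse liver were compared between 3, 12 and 18 months of age to ask how transcription and the pausing of RNA polymerase II (Pol II) near promoters differ with age. Each age had 3 libraries, and each value below has n = 3 libraries per age. The 3-month libraries held 37994442, 38233444 and 49307594 reads in replicates 1 to 3. The 12-month libraries held 19123186, 50707801 and 30379853 reads, and the 18-month libraries 15003713, 43946951 and 33559041. Mean depth was 41845160 ± 6463762 reads (SD) at 3 months, 33403613 ± 16007946 at 12 months and 30836568 ± 14662423 at 18 months. All 9 libraries had reads of the Y-linked gene Ddx3y, from 694 to 2426, and at most 27 of Xist, the pattern of male tissue.

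Libraries of one age were close to each other. Across genes, which are not independent replicates, Pearson correlations of log2 gene-body reads lay between 0.981 and 0.992 within an age and between 0.962 and 0.990 between ages. The first principal component of gene-body reads held 35.3% of the variance, and its scores followed age (exact permutation test of the slope, p = 0.00298, n = 9 libraries). As a measure of spliced RNA in the libraries, the median ratio of exonic to intronic density in gene bodies was 2.80 ± 0.265 at 3 months, 2.65 ± 0.124 at 12 months and 2.46 ± 0.313 at 18 months. Its slope of -0.267 per 12 months was within the spread of the libraries (exact permutation test, p = 0.12). Without 18 months replicate 2 the slope was -0.376 (exact permutation p = 0.0357).

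The next comparison asked which genes differed in transcription between ages, measured as reads in gene bodies. At 18 against 3 months, 222 of 2298 genes (9.66%) had an edgeR adjusted p under 0.05. Of these, 99 were higher and 123 lower at 18 months. The libraries of these ages did not overlap for 773 genes (33.6%), where chance gives 10%, and all 222 called genes were among them. The median size of the change among called genes was 0.56 on the log2 scale, and 30 genes changed by more than 1. At 12 against 3 months, 93 genes (4.05%) were called, 58 higher and 35 lower at 12 months. Across the 3 ages, 182 genes (7.92%) were called. Without a minimum of RPKM, 670 genes were called at 18 against 3 months among 11364 tested. With DESeq2, 392 genes were called at 18 against 3 months, the 222 among them. These counts changed much when single libraries were left out. A fit with fewer libraries also has less power, which was not separated from the influence of the library left out. At 18 against 3 months, the count was 86, 54 and 27 without 3 months replicates 1, 2 and 3, 135 without 12 months replicate 3, and 110 and 100 without 18 months replicates 1 and 3. At 12 against 3 months, it was 33, 17 and 8 without 3 months replicates 1, 2 and 3, and 6, 6 and 55 without 12 months replicates 1, 2 and 3. Across ages, it was 18, 22 and 6 without 3 months replicates 1, 2 and 3, 70, 76 and 93 without those of 12 months, and 89, 294 and 108 without those of 18 months. Of the 222 genes, 24 were called whichever library was left out.

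At 18 against 12 months, edgeR called 1 gene, Etfbkmt, while 523 had an unadjusted p under 0.05 and DESeq2 called 198. Without 18 months replicate 2, edgeR called 109. Etfbkmt was named after its values were seen. It lies on GRCm38 chromosome 6 from 149141513 to 149151166, and its log2 fold change was 1.03 ± 0.10 (SE) at 18 against 12 months (edgeR adjusted p = 0.00592) and -1.15 ± 0.10 (SE) at 12 against 3 months (edgeR adjusted p = 0.00225). It was not called at 18 against 12 months when any 12-month library was left out.

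Among the genes named by rule, the largest fall at 18 months was in Zbtb16 (chromosome 9, 48654297 to 48835945). Its gene body had 1762 ± 515 normalised reads-per-million at 3 months, 462 ± 132 at 12 months and 188 ± 61.7 at 18 months, a log2 fold change of -3.23 ± 0.34 (SE, edgeR adjusted p = 0.00238). Lpin1 (chromosome 12, 16535669 to 16589770) fell by 2.24 (edgeR adjusted p = 0.0459), but this rested on 3 months replicate 3, without which the change was -1.08 (adjusted p = 0.0931). It was called without 1 of the 9 libraries, 3 months replicate 1, and adjusted p ran from 0.0437 to 0.123 as libraries were left out. Gfra1 (chromosome 19, 58235604 to 58455398) changed by -2.04, Egr1 (chromosome 18, 34859823 to 34864984) fell by 2.00, and Gm33543 (chromosome 10, 95823973 to 95842930) changed by -1.95, with edgeR adjusted p of 0.00794, 0.00205 and 0.00718. The largest rise was in Cyp4a14 (chromosome 4, 115486200 to 115496142), which had 6.70 ± 1.80 normalised reads-per-million at 3 months, 76.6 ± 26.8 at 12 months and 35.2 ± 23.1 at 18 months. Its log2 fold change at 18 against 3 months was 2.38 ± 0.55 (SE, edgeR adjusted p = 0.0322), and the call was lost whichever 3-month library was left out and without 18 months replicates 1 and 2, with adjusted p from 0.0519 to 0.106. Apoa4 (chromosome 9, 46240696 to 46243459) rose by 1.94, Me1 (chromosome 9, 86581371 to 86695953) by 1.35, Elovl6 (chromosome 3, 129532386 to 129638495) by 1.32 and Tsku (chromosome 7, 98350668 to 98361288) by 1.20, with edgeR adjusted p of 0.00899, 0.0253, 0.00899 and 0.0302. On intronic positions alone Apoa4 (adjusted p = 0.0522) and Cyp4a14 (adjusted p = 0.11) were not called, each the highest over the alternatives. Cyp4a14 and Lpin1 kept the call in 9 of 11 alternatives each, with adjusted p up to 0.125 for Lpin1. Tsku kept it in 10 of 11 (adjusted p up to 0.0728). Zbtb16, Gfra1, Egr1, Gm33543, Apoa4 and Elovl6 were called whichever library was left out. Me1 was not called whichever 3-month library was left out (adjusted p up to 0.0881), nor Tsku without 3 months replicates 2 and 3 and 18 months replicates 1 and 3 (adjusted p up to 0.0981).

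**Figure D1:**
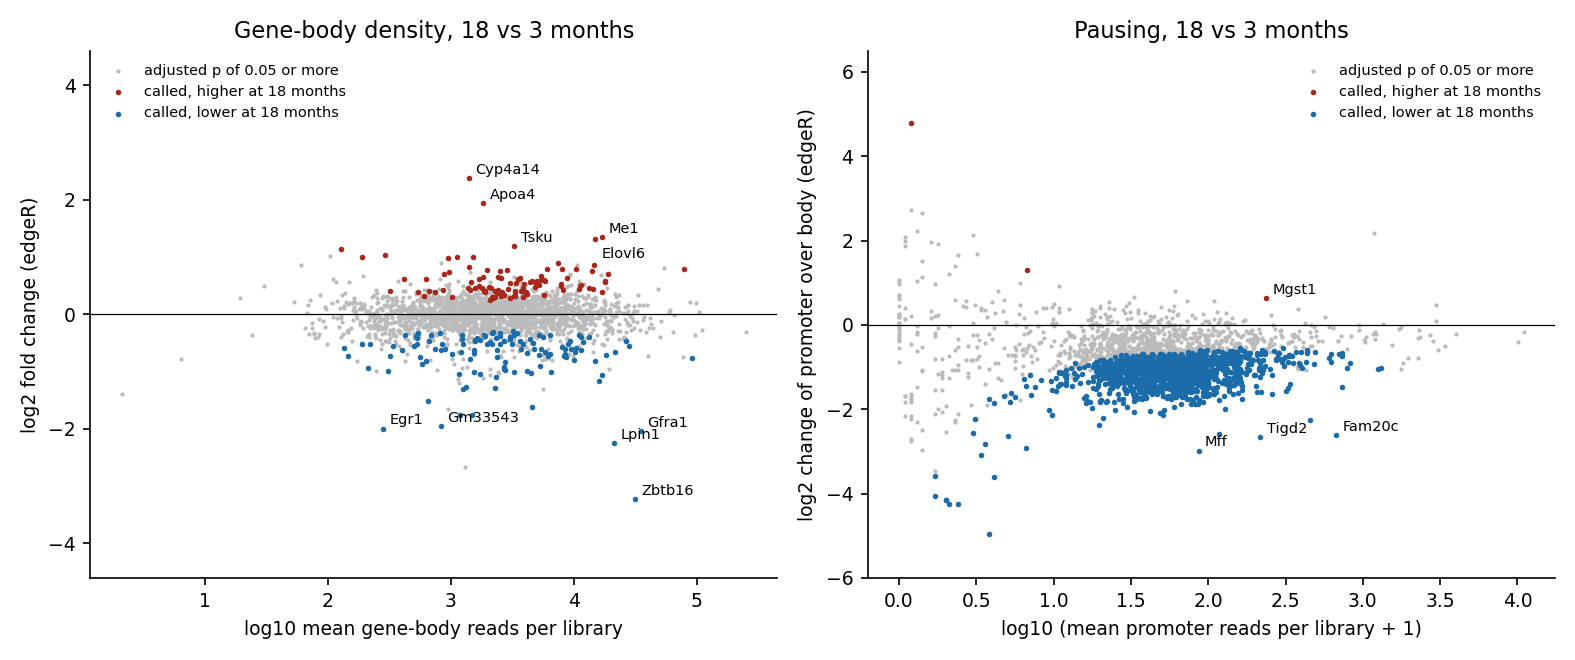
Log2 change at 18 against 3 months for each of 2298 genes, in gene-body density (left, against log10 mean gene-body reads per library) and in promoter-proximal over gene-body reads (right, against log10 of mean promoter-proximal reads per library plus 1), with edgeR calls in colour. Gene-body calls go both ways (99 higher, 123 lower), while 1226 of 1229 pausing calls are lower at 18 months.

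Fixed lists of genes were compared at 18 against 3 months to ask whether known programmes of the liver moved as groups. Of the 12 lists tested, splicing and mRNA processing factors passed camera (adjusted p = 0.00103 over the lists). This list had 45 tested genes, of which 37 were higher at 18 months, with a median log2 fold change of 0.15. Under fry its adjusted p was 0.176, so the call did not hold, and fry instead called the circadian clock list (7 genes, adjusted p = 0.0405, camera 0.455). The other 11 lists had camera adjusted p from 0.455 to 0.904. Acute phase was called without 3 months replicate 2 (adjusted p = 0.0224, up to 0.774 otherwise), and cholesterol synthesis without 18 months replicate 3 (adjusted p = 0.0154, up to 0.984 otherwise). These 11 lists were acute phase, cholesterol synthesis, circadian clock, cytochrome P450, endothelial markers, glutathione transferases, heat shock, immediate early, immune cell markers, pausing and early elongation regulators, and ribosomal proteins. Stellate and fibroblast markers had fewer than 3 tested genes. For endothelial markers the median (0.01) and the mean (-0.04) differed in sign, and for ribosomal proteins camera and fry gave opposite directions.

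Within the lists, called genes were counted over all genes tested and adjusted over the list alone. The cytochrome P450 list had 6 called genes, and 8 adjusted over the list alone. The circadian clock list had 3 by both counts. Acute phase and immune cell markers had 2 each, and 3 adjusted over the list alone. Immediate early genes had 1, and 3 adjusted over the list alone. The lists of heat shock and of glutathione transferases had 1 by both counts. The called member of the latter list, Gclc, is not itself a transferase. Splicing and mRNA processing factors had 3, and 0 adjusted over the list alone, with 16 at an edgeR unadjusted p under 0.05 and 9 called by DESeq2. The remaining 4 lists had 0 by both counts in edgeR. At an unadjusted p under 0.05, edgeR gave 1 gene for cholesterol synthesis, 1 for endothelial markers, 3 for pausing and early elongation regulators and 2 for ribosomal proteins, and DESeq2 called 1, 1, 1 and 0. Besides Egr1 and Cyp4a14, already named, members lower at 18 months were Per1 (log2 fold change -1.51), Cyp1a2 (-1.04), Il1r1 (-1.02), Cyp3a11 (-1.01), H2-Aa (-0.99), Tsc22d3 (-0.84) and Lbp (-0.46), with edgeR adjusted p from 0.0112 to 0.0476. Members higher at 18 months were Lyz2 (1.04), Cyp2d40 (1.00), Bhlhe40 (0.83), Bag3 (0.78), Gclc (0.63), Rbm26 (0.43), Cyp2j9 (0.43), Rbm25 (0.38) and Prpf4b (0.25), with edgeR adjusted p from 0.0139 to 0.0483. Bag3 and Cyp1a2 were called whichever library was left out, though Cyp1a2 was not on intronic positions alone (-0.29). Per1 and Tsc22d3 lost the call without 3 months replicate 3 (-1.35 and -0.78). Il1r1 was not called when any of the 9 libraries was left out, and its change was -0.66 without 3 months replicate 3. The others lost the call without at least 3 of the 9 libraries, among them 3 months replicate 3 in each case, with log2 fold changes there of 1.07 for Lyz2, 0.97 for Cyp2d40, -1.16 for Cyp3a11, -0.99 for H2-Aa, 0.89 for Bhlhe40, 0.54 for Gclc, 0.40 for Rbm26, 0.48 for Cyp2j9, 0.37 for Rbm25, 0.27 for Prpf4b and -0.41 for Lbp. H2-Aa showed no change on intronic positions alone (0.00152). Among the members, those that kept the call least often over the alternatives were Prpf4b (2 of 9), Cyp2j9 (3 of 10), Rbm25 and Rbm26 (4 of 9 each) and H2-Aa (5 of 10).

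The central comparison asked whether Pol II pausing differed with age. The median pausing index over 2240 genes was 1.85 ± 0.12 at 3 months, 1.37 ± 0.113 at 12 months and 1.04 ± 0.239 at 18 months. Its slope was -0.643 per 12 months (exact permutation test, p = 0.00119, n = 9 libraries). The 3-month libraries ranged from 1.76 to 1.99 and all lay above the 12-month libraries (1.25 to 1.47). The 18-month libraries ranged from 0.792 to 1.27, and the highest of them lay above the lowest 12-month library. The pairs 18 against 3 and 12 against 3 months each had the smallest p the exact test of 3 against 3 allows, 0.1, and 18 against 12 months had p = 0.2. The slope moved most when only exonic positions formed the gene body, an alternative chosen after seeing the data, where it was -0.289 (exact permutation p = 0.00119). A slope of the index also depends on its level. The median log2 change of promoter-proximal over gene-body reads at 18 against 3 months moved less, from -0.83 to -0.73 with exonic positions.

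The median densities behind the index were compared in the same way, over 2298 genes. Promoter-proximal density fell from 2.03 ± 0.13 log2 units at 3 months to 1.62 ± 0.18 at 12 months and 1.19 ± 0.34 at 18 months, a slope of -0.66 per 12 months (exact permutation p = 0.00298). Upstream antisense density fell from -1.03 ± 0.11 to -1.40 ± 0.22 and -1.80 ± 0.33, a slope of -0.60 (exact permutation p = 0.00536). Gene-body density was 0.95 ± 0.04, 1.01 ± 0.08 and 0.99 ± 0.06, and its slope of 0.03 was within the spread of the libraries (exact permutation p = 0.415). Scaled by TMM factors, that slope was -0.02 (exact permutation p = 0.0339). Density at the TES was 1.23 ± 0.12, 1.19 ± 0.14 and 1.19 ± 0.11, with a slope of -0.04 (exact permutation p = 0.619). The sign of that slope changed without 3 months replicate 1 (0.0209) and without 18 months replicate 1 (0.000848).

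**Figure D2:**
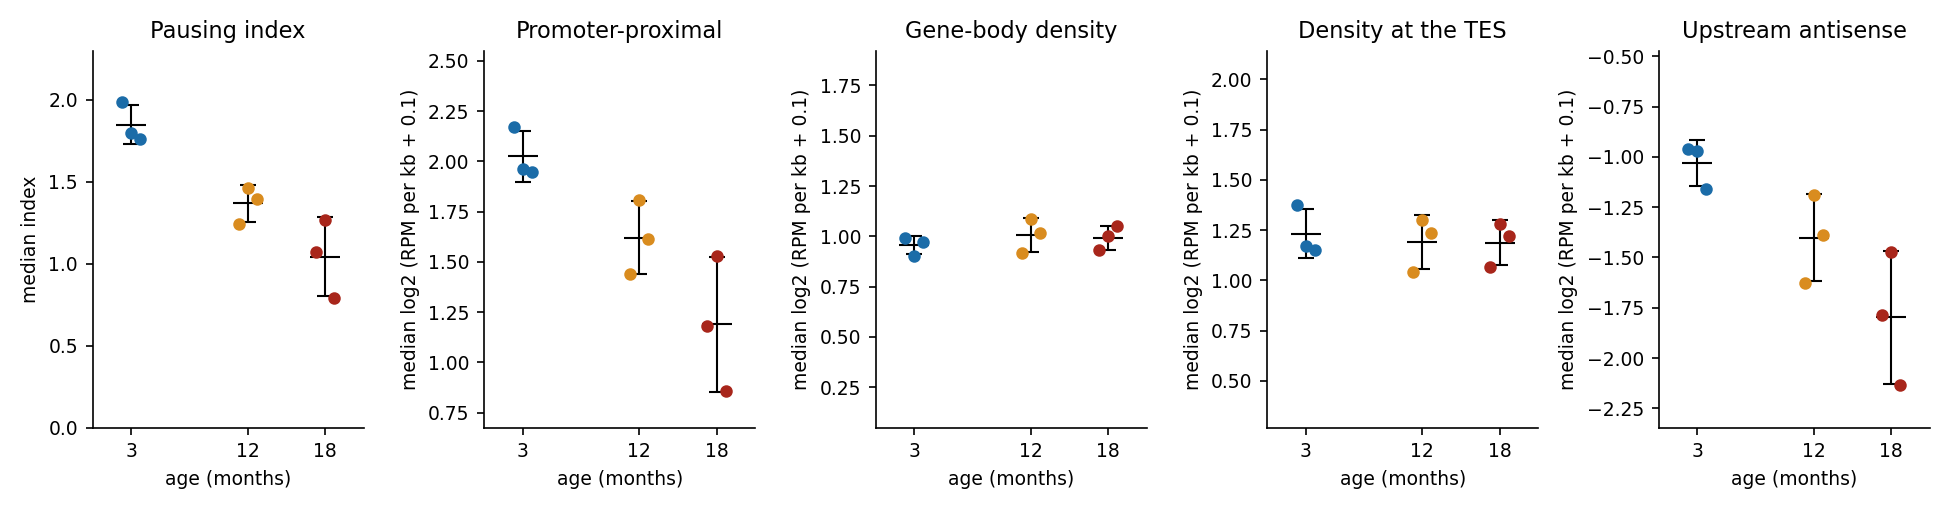
Median over genes of the pausing index and of 4 densities (log2 of RPKM plus 0.1) in each library, against age in months. Points are libraries and bars are the mean ± SD of 3. The index and the promoter-proximal and upstream antisense densities fall with age, while the gene-body and TES medians differ by less than the spread between libraries.

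**Figure D3:**
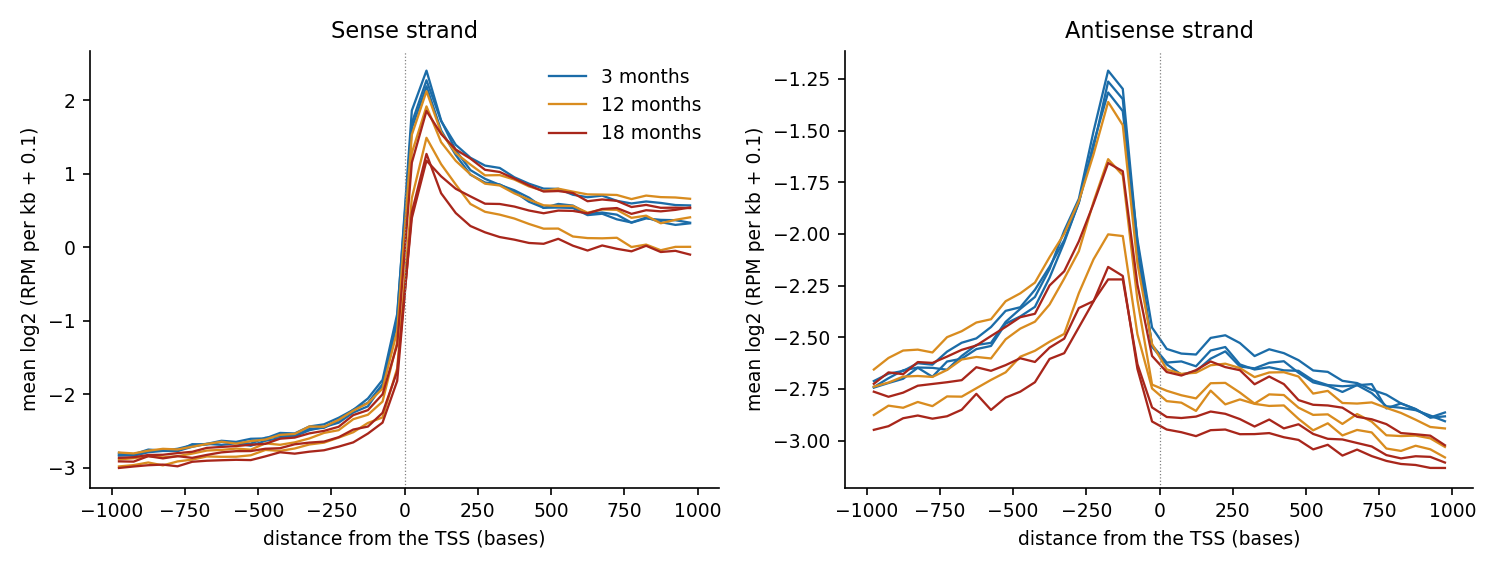
Mean over 2298 genes of log2 density (RPKM plus 0.1) in bins of 50 bases around the TSS, sense and antisense, 1 line per library. The peak downstream of the TSS and the antisense peak upstream are highest in the 3-month libraries, and lines of 12 and 18 months overlap.

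Gene by gene, promoter-proximal reads changed against gene-body reads at 18 against 3 months in 1229 of 2298 genes (53.5%, edgeR adjusted p under 0.05). Of these, 1226 fell and 3 rose. The median log2 change over all tested genes was -0.83. The count moved most when the start and end of the coding sequence replaced the TSS and TES, where it was 595, and DESeq2 with the same design called 758. Without 18 months replicate 3 it was 646, and 588 genes were called whichever library was left out. At 12 against 3 months, 3 genes were called by edgeR and by DESeq2, while 532 had an edgeR unadjusted p under 0.05. The median log2 change there was -0.39, and 1998 genes (86.9%) were lower at 12 months. The count at 12 against 3 months was 14, 1 and 0 without 3 months replicates 1, 2 and 3, 6, 0 and 13 without 12 months replicates 1, 2 and 3, and 59 and 127 without 18 months replicates 2 and 3. Where it was 0, edgeR gave 401 and 489 genes at an unadjusted p under 0.05. The 3 genes, named after their values were seen, were Xylt2 (-2.36 ± 0.46 SE, edgeR adjusted p = 0.0403), Mff (-2.25 ± 0.38, adjusted p = 0.0202) and Fcho2 (-2.18 ± 0.41, adjusted p = 0.0351). None of the 3 was called with a cap of 5 reads per position or with the start and end of the coding sequence, and each lost the call when at least 1 of the libraries was left out.

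Named by rule for pausing at 18 against 3 months, Mff (chromosome 1, 82724948 to 82752394) fell by 2.98 (edgeR adjusted p = 0.000482). Its index was 12.0 ± 6.41 at 3 months, 2.35 ± 0.315 at 12 months and 1.36 ± 1.00 at 18 months. Tigd2 (chromosome 6, 59208870 to 59212033) changed by -2.67 (edgeR adjusted p = 0.00204) and Fam20c (chromosome 5, 138754514 to 138810077) by -2.61 (edgeR adjusted p = 0.0062). These 3 falls depended on the window: with the start of the coding sequence as the TSS, the changes were 0.16 for Mff, 0.06 for Tigd2 and -0.06 for Fam20c, none of them called. With the window from 20 to 100 bases after the TSS, Mff (-0.71) and Fam20c (-0.28) were not called. With a cap of 5 reads per position, Fam20c was not called (-0.18), nor was it with DESeq2 (adjusted p = 0.0539) or without 18 months replicate 3 (-2.34, adjusted p = 0.0506). Mgst1 (chromosome 6, 138141586 to 138156612) was the only called rise that met the rule, at 0.64 ± 0.24 (SE, edgeR adjusted p = 0.0316), and it was not called with that cap (0.23), with the window from 20 to 100 bases (0.29), with the coding sequence (0.27), with intronic positions alone (0.15), with thinned libraries (0.66) or with DESeq2 (adjusted p = 0.0889, and from 0.00159 to 0.635 over its alternatives). It was not called without 3 months replicates 1 (0.67) and 2 (0.48) or 18 months replicates 1 (0.63) and 3 (0.60). The other called rises were Egr1, with 0.2 promoter-proximal reads per library on average, and Gdf15.

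The study grouped genes by their pausing at 3 months, so the change was compared between such groups. At 3 months, 564 genes (25.2%) had high pausing, 806 (36.0%) moderate and 870 (38.8%) low, so that 61.2% were high or moderate. With the start and end of the coding sequence as TSS and TES, 70.3% were high or moderate. The median log2 change of the index at 18 over 3 months was -1.06, -0.84 and -0.63 in these classes, a difference of -0.43 between high and low (exact permutation test of the slope, p = 0.00238). With classes taken from the 12-month libraries the difference was -0.14 (exact permutation p = 0.366), and with classes from the mean of all 9 libraries it was -0.20 (exact permutation p = 0.157). The fall itself was spread over genes: 2057 of 2240 (91.8%) had a lower index at 18 than at 3 months. By quartile of gene-body density, the median log2 change was -0.97, -0.89, -0.86 and -0.66 from the lowest to the highest quartile. The slope of the median index, which also depends on its level at 3 months (2.42, 2.13, 1.91 and 1.20), was -0.921, -0.793, -0.685 and -0.348 in the same order, with exact permutation p from 0.000595, the smallest possible, to 0.00179. Genes called higher in the gene body (99) and called lower (122 with an index) both had falling medians, with median log2 changes of -1.06 and -0.42 and slopes of -0.846 (exact permutation p = 0.000595) and -0.31 (exact permutation p = 0.00417). Gene-body density is the denominator of the index, so this split by itself lowers the index in the former and raises it in the latter, and the gap between them is no finding.

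**Figure D4:**
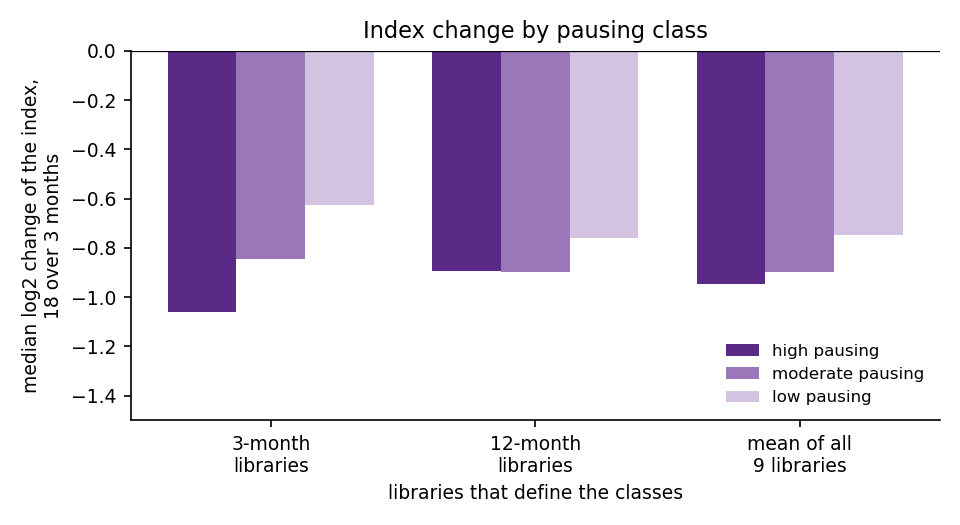
Median log2 change of the pausing index at 18 over 3 months in genes of high, moderate and low pausing, with classes set on the 3-month libraries, the 12-month libraries or the mean of all 9. Bars start at 0. The gap between high and low is -0.43 with 3-month classes, -0.14 with 12-month classes and -0.20 with the mean.

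Changes with age were also compared by gene length. The median log2 gene-body level of the longest quartile of genes exceeded that of the shortest by 3.60 ± 0.09 at 3 months, 3.65 ± 0.07 at 12 months and 3.73 ± 0.08 at 18 months. The slope of 0.10 per 12 months did not pass the exact permutation test (p = 0.0774). It was -0.02 on intronic positions alone, and 0.14 without 3 months replicate 2 (exact permutation p = 0.0268).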

Values the study reported

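The study selected 12,460 protein-coding genes longer than 2 kb without near neighbours, of which 3,280 passed its minimum coverage. It reported 367 of 3,278 genes (11%) as differentially transcribed in middle-aged against young liver and 717 (22%) in aged against young liver. Over the 3 ages, it reported 953 of 3,278 genes (29%) as differentially transcribed. It reported that 69.7% of the analysed genes were highly or moderately paused in young animals.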

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

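The tests without the highest positions, with depth as a covariate and with the exon to intron ratio were chosen after the result was seen. Reads of the mitochondrial chromosome entered no comparison of genes. They made up 1.20% ± 0.0858 of the reads at 18 months, against 0.842% ± 0.147 at 12 months and 0.629% ± 0.106 at 3 months (SD, n = 3). This signal lies in data outside the main measurement. The slope was 0.445 percentage points per 12 months (exact permutation test over 9 libraries, p = 0.00238, adjusted p = 0.0119 over the 5 classes of reads compared). Every 18-month library (1.12% or more) lay above every 3-month library (0.749% or less) and every 12-month library (0.966% or less).

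The tables argue against a few positions with many reads: without the 100 highest positions of each strand the slope was still 0.27 (exact permutation p = 0.0143). They argue against library depth too: with log2 depth as a covariate the slope was 0.51 (SE 0.0752, permutation p = 0.00238 with ages reassigned and depth kept). The 18-month libraries were on average the shallowest, so depth would need a lower share in deeper libraries. Within an age, deeper libraries had a higher share (Pearson's r = 0.723, permutation p = 0.0648, Spearman's rho = 0.683, permutation p = 0.0972, r = 0.62 without the 2 libraries farthest from the median depth, adjusted p = 0.139 over 4 relations), short of passing the test. Cytoplasm carried into the nuclei stays open and cannot be told apart. It would bring spliced RNA, and the exon to intron ratio had a slope of -0.267 per 12 months (exact permutation p = 0.12), which shows no rise but is too uncertain to exclude one. A change with age in mitochondrial RNA or in its binding to the nuclear fraction was not tested and stays open too. So does the amount of tissue, since per the study's methods the whole livers processed were lighter in young mice.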

How the results depend on the processing

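The alternatives with no gene of any biotype within 2.5 kb and with exonic positions alone, and thinned libraries for calls of genes, were chosen after seeing the data, and the others before. The fall of the median pausing index kept its direction and passed its test in all 13 alternatives tested over libraries, with slopes from -0.96 (intronic positions) to -0.289 (exonic positions), and with each library left out (-0.716 to -0.56). Slopes of the alternatives also depend on the level of the index in each. The Wilcoxon test across genes takes genes as replicates and is not counted. Promoter-proximal density kept direction and passed its test in all 8 alternatives (-0.71 to -0.34) and with each library left out (-0.76 to -0.54), and so did upstream antisense density (-0.65 to -0.18, and -0.70 to -0.48).

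Gene-body density had no slope to keep. Its slope by exact permutation test was -0.0165 with TMM factors (p = 0.0339), which hold typical gene bodies level by construction, -0.0486 for genes with a mean RPKM above 3 (p = 0.317) and 0.0579 with totals free of mitochondrial reads and top positions (p = 0.0298). The cause of the other changes was not tested. With libraries left out it ran from 0.0109 to 0.0589. The slope at the TES kept its sign in 8 alternatives and ran from -0.0691 to 0.0209 with libraries left out: it turned to 0.0209 without 3 months replicate 1 and 0.000848 without 18 months replicate 1. The difference by gene length was -0.0177 on intronic positions, cause not tested, and ran from 0.0696 to 0.143 with libraries left out, highest without 3 months replicate 2, where it passed its test. The exon to intron ratio kept its sign (-0.376 to -0.159 with libraries left out) and passed its test without 18 months replicate 2 alone (-0.376).

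The difference between high and low pausing classes kept its direction and passed its test in 4 of 6 alternatives, at -0.59 with the coding sequence, -0.48 with at least 20 promoter-proximal reads, -0.44 with thinned libraries and -0.43 with the replicate block. It was -0.14 with 12-month classes and -0.20 with classes from all libraries, neither past the test, and -0.48 to -0.34 with libraries left out. Classes from the 3-month libraries share those libraries' errors, which the other classes do not or do less.

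Gene-body counts were 222 at 18 against 3 months, 93 at 12 against 3 months, 1 at 18 against 12 months and 182 across ages. In that order, DESeq2 gave 392, 238, 198 and 531, no RPKM minimum 670, 423, 24 and 642, and a mean RPKM above 3 83, 46, 2 and 68. The last 2 settings test more and fewer genes. Library totals gave 132 at 18 against 3 months (71 higher, 61 lower) and 119 across ages, and no gene of any biotype nearby, with fewer genes tested, 103 and 111. Fits of only the 2 ages compared gave 102 at 18 against 3 months and 139 at 12 against 3 months, and the fit across ages has no such form. Intronic positions gave 0 in edgeR at 18 against 12 months, with 470 at an unadjusted p under 0.05. Libraries left out gave 27 to 277, 6 to 119, 0 to 109 and 6 to 294. Where not stated, the cause was not tested.

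Pausing counts were 1229 at 18 against 3 months and 3 at 12 against 3 months. The coding sequence gave 595 and 1, DESeq2 758 at 18 against 3 months, and no gene of any biotype nearby 612 and 17. At 12 against 3 months, the window from 20 to 100 bases gave 47, a cap of 5 reads 40, intronic positions 46, exonic positions 23 and thinned libraries 7. Libraries left out gave 646 to 1399 and 0 to 127. Where not stated, the cause was not tested.

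The replicate numbers did not pair the libraries: deviations of same-numbered libraries correlated from -0.31 to 0.18. The number as a block gave 102, 56, 3 and 79 genes for the gene-body tests in the above order, and 1223 and 43 for pausing. With the block, fry no longer called the circadian clock (adjusted p = 0.0503). It changed no other call of a slope or list. Lists called were 1 in camera, 1 in fry (the circadian clock in place of splicing), 2 with no RPKM minimum, with stellate markers lower, and 1 to 2 with libraries left out. Scaling by library totals leaves differences by gene length in place by construction.

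For the 30 results of named genes, 408 of 569 values under alternatives kept direction and call, 158 kept direction alone and 3 reversed: H2-Aa on intronic positions (0.00152), and pausing of Mff (0.16) and Tigd2 (0.056) with the coding sequence. The cause was not tested. Depth limits calls of pausing in single genes. Thinning every library to the smallest left the index slope at -0.646 and 896 of 2257 genes called for pausing at 18 against 3 months. Of the calls in all reads it lost 62.7% in the quartile of genes with the fewest promoter-proximal reads and 17.7% in the quartile with the most.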

Other observations

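Chosen after the result was seen were the tests by distance from the TSS, against internal exons, downstream of the TES, with the mitochondrial share, of clock genes, of the number of barcodes, and by other splits of the libraries. The cap on reads per position was set in advance, and was read as a test of the index fall after that fall was seen. The lists of further genes were written after the first genes were noticed and before their own values were seen.

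The fall of the median pausing index with age was tested against technical explanations. Depth is argued against, since the slope was -0.646 with every library thinned to the smallest. A few positions with many reads are argued against, since it was -0.594 with at most 5 reads per position. The same cap argues against a ceiling on reads per position that older libraries reach more often. The share of promoter-proximal reads at positions of at least 1000 reads was 8.81% at 3 months and 8.76% at 18 months, with a slope of -0.137 percentage points (SE 1.54). Spliced RNA in young libraries is argued against as the whole cause, since the index against internal exons also fell. It was 0.671 at 3 months and 0.430 at 18 months, with a slope of -0.193 per 12 months (exact permutation p = 0.00119). Uniform background in older libraries would raise antisense reads in gene bodies, and the log2 ratio of antisense to sense reads fell instead, with a slope of -0.12 (exact permutation p = 0.031). Released RNA filling gene bodies would lower the windows at both ends alike. The density from 500 to 2000 bases after the TES did fall against the gene body, with a log2 slope of -0.27 (exact permutation p = 0.0113). Promoter-proximal density fell against it too, with a slope of -0.44 (exact permutation p = 0.0149), so this is not the whole cause.

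Carry-over of cytoplasm, as far as the mitochondrial share follows it, could not be separated from age. The slope of the index was -0.931 (SE 0.207) with that share as a covariate. A permutation test that reassigned the ages and kept the share gave p = 0.00595. The share itself rose with age, and reassigning the ages breaks that link, so this test cannot decide. Within an age, the index did not fall with the share (Pearson's r = 0.645, permutation p = 0.0694, Spearman's rho = 0.633, permutation p = 0.116, r = 0.575 without the 2 libraries farthest from the median share, adjusted p = 0.139 over 4 relations).

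What stays open for the index includes this carry-over, GC content, short RNAs and the amount of tissue. Per the study's methods, whole livers were processed, and those of young mice weighed less than those of both older groups. Whether the amount of tissue affects the index was not tested. The log2 ratio of GC-rich (over 60%) to GC-poor (under 45%) stretches of gene bodies had a slope of -0.17 (SE 0.13, exact permutation p = 0.246, 234 genes). That is less than the fall at promoters but too uncertain to exclude a part. In the quartile of promoters with the highest GC the median index was 2.36 at 3 months and 1.18 at 18 months (slope -0.947), and in the lowest it was 1.30 and 0.929 (slope -0.298). Slopes of the index depend on its level too, and a difference between these quartiles was not tested. The fall was steepest next to the TSS. Against the far gene body, the log2 slope was -0.79 in the first 100 bases, -0.35 in the next 100, -0.18 from 200 to 500 bases (exact permutation p = 0.0577) and -0.02 from 500 to 1000. Before the TSS it was -0.60 in the nearest 200 bases (exact permutation p = 0.00179) and -0.16 from 200 to 500 bases (exact permutation p = 0.00298), where the start and so the length of the RNA is not known. A loss of short RNAs in library making may give the gradient after the TSS, and so may a loss of paused polymerase, and these cannot be told apart. A biological difference with age in pausing stays among the open explanations.

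The fall of upstream antisense density was not due to depth, since its slope was -0.61 after thinning. GC content cannot be told apart there either, from the same slope of -0.17 in gene-body stretches. The amount of tissue was not tested there either.

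The larger fall in genes of high pausing may come from setting the classes on the same libraries. With classes from the 12-month libraries the difference was -0.14 (exact permutation p = 0.366). When ages were shuffled over the libraries with the 3-month rule kept, its median was -0.12 and its lowest value -0.47, against -0.43 observed. The rule thus gives a gap in shuffled libraries too, but typically a smaller one than observed. A real difference between the classes stays open.

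Several genes with lower gene-body density at 18 months, among them Zbtb16, Per1, Tsc22d3, Lpin1 and Angptl4, respond to glucocorticoids or fasting in other settings. A candidate explanation is a difference in stress hormone or feeding state at death. In 16 further genes of such a response, with the first ones left out, the median log2 fold change was -0.40 at 18 against 3 months. Of the 16, 12 were lower, and edgeR called 3 and DESeq2 5. The camera test of limma gave an adjusted p of 0.0135, but fry gave an adjusted p of 0.14, so the call did not hold. At 12 against 3 months the median was -0.39 and 14 were lower (camera adjusted p = 0.0135, fry adjusted p = 0.14). With no RPKM minimum, 19 of 27 were lower at 18 months than at 3 months (camera adjusted p = 0.00647, fry adjusted p = 0.216). A difference in stress hormone or feeding state cannot be told apart from an effect of age itself, since both list tests compare the same age groups. The 2 tests also decide differently, and this list was not tested with libraries left out. Per the study's methods, mice had food at all times and livers were processed immediately after death, which argues against a planned fast but does not give what each mouse had eaten. A difference in time of day cannot be told apart either. In the circadian clock list, 3 of 7 tested genes were called, Per1 and Tsc22d3 lower and Bhlhe40 higher (0.83, edgeR adjusted p = 0.0288). Fry called that list (adjusted p = 0.0405) and camera did not (adjusted p = 0.455). A separate list of rhythmic clock genes, without these 3, had a median of -0.0226. Only 4 of its genes were tested, 2 higher and 2 lower. Neither edgeR nor DESeq2 called any of the 4, with 0 at an edgeR unadjusted p under 0.05. With no RPKM minimum, 7 genes of this rhythmic list were tested, with a median of -0.04, 3 higher, 4 lower and 0 called by edgeR. A median over members that go both ways decides nothing. Counts in a few positions are argued against, since 7 of 7 genes first noticed remained called with a cap of 5 reads.

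Genes of fatty acid synthesis such as Me1, Elovl6 and Acaca were higher at 18 months. In 17 further genes the median log2 fold change was 0.16, 11 of them higher, with a camera adjusted p of 0.827. At 12 against 3 months the median was 0.23, with a camera adjusted p of 0.0261 that did not hold under fry (adjusted p = 0.45). A shared feeding state may be behind them and cannot be told apart, nor can time of day, from the same 4 clock genes (-0.0226). Counts in a few positions are argued against, since 5 of 5 genes first noticed remained called with the cap.

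The highest counts at single positions lay close together in libraries of unequal depth. Counts at positions with a mean of at least 2000 reads grew with depth to the power 0.297, while those at 80 to 120 reads grew to the power 1.05. Counting each random 6-base barcode once per position would allow at most 4096 reads. The highest position held 4352 reads or more in every library, up to 5396, and 3 to 15 positions per library were above 4096, which argues against this limit in its strict form. How barcodes were treated is not stated, what limits the growth stays open, and no biological explanation was tested.

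Other splits of the libraries were compared with the real one. For gene bodies at 18 against 3, 12 against 3 and 18 against 12 months and for pausing at 18 against 3 and 12 against 3 months, 1 of the 10 splits, the real one, gave as many genes. With 10 splits chance cannot be excluded. Across the 3 ages, 1 of 100 splits drawn, the real one, gave as many as 182 genes. The largest count of another split was 40, which argues against chance there but does not exclude it.

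The number of genes called in the gene body by edgeR was 93 (4.05%) at 12 against 3 months, 222 (9.66%) at 18 against 3 months and 182 (7.92%) across ages. Each is lower than the value quoted from the study above. DESeq2, which the study used, called 238 (10.4%), 392 (17.1%) and 531 (23.1%) of the genes tested here, closer to the values quoted and still lower.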
